A study of Saccharomyces mikatae with 4 samples. Its data were reported in "The Role of Nucleosome Positioning in the Evolution of Gene Regulation" (2010).

How the data were processed

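Total RNA was taken from Saccharomyces mikatae, a yeast closely related to baker's yeast, during mid-log growth in rich medium. The RNA was converted to cDNA, labelled with Cy3 (green) and hybridised on a custom 2-colour Agilent oligonucleotide array against genomic DNA of the same strain labelled with Cy5 (red). Genomic DNA holds each single-copy gene equally often, so the ratio of Cy3 to Cy5 can be set side by side between genes, which RNA signal alone does not allow because probes differ in brightness. There were 4 arrays, each with RNA of its own replicate, in 1 group. The dyes were not exchanged between the channels on any array, so a dye effect on the ratio does not cancel. Per the labels, all 4 arrays lay on 1 slide, so slide and scan could not be tested as a batch.

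Each scanner file held, per spot, the pixel intensity of both channels as the authors' image analysis gave it. Per the file headers this was Agilent Feature Extraction version 10.1.1.1, while the study's methods name another version of that software. The median and mean signal intensity and the median intensity of the local background were deposited without normalisation. The processed signal intensity was deposited after the software had subtracted a background and normalised the dyes by a linear and a LOWESS step. The log10 ratio deposited in the same files is Cy5 over Cy3, so genomic DNA over RNA, the opposite of the direction used here. It was checked against the processed signals: between 11357 and 11361 of 11384 gene probes per array met the log10 of Cy5 over Cy3 within 0.001, and between 22 and 27 were set to 0 instead. It entered no result. The deposited table of the whole series holds log2 values of the authors, RNA over genomic DNA, for 5692 rows. Its scale and direction were found by setting each column against the scanner file of the same array: the values are the log2 of the mean, over the probes of a gene not marked as outliers, of Cy3 over Cy5 median signal with no background subtracted. This held within 1e-05 in 5660 of 5663 rows matched on replicate 1 and in all rows matched on replicates 2 to 4 (5511, 5513 and 5514). Its columns were neither centred nor quantile normalised, with medians of -2.34, -2.04, -2.27 and -2.55 for replicates 1 to 4. Its rows were left unnamed. There were 0 further columns of per-sample values in that table.

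The main values followed the study's methods. Those methods describe neither the spot filters given below nor the setting of the median gene to 0, which were added. For each spot, the median local background was subtracted from the median signal in both channels, and the log2 of Cy3 over Cy5 was taken. Control spots, spots marked by the software as non-uniform or as population outliers in either channel, and spots at or under 0 after subtraction in either channel were left out. Each probe ID had a single spot, so no replicate spots were averaged. However, 17 sequences were shared among 36 probes of 28 genes, and these were kept as separate probes. The gene value was the median over its probes, which with 2 probes equals their mean. Gene values were quantile normalised between arrays, and the median gene of each array was set to 0. No array was left out. Quantile normalisation forces the arrays to 1 distribution, so it makes the SD over arrays of the most extreme genes artificially small. The values of named genes are therefore given on median-centred arrays.

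Correlations between arrays were computed across genes before quantile normalisation. Genes above and below the median gene were called with limma version 3.58.1 in R version 4.3.3, with lmFit and treat at a 2-fold margin, two-sided, at a Benjamini-Hochberg adjusted p under 0.05. This call was tested on simulated data: in 5692 simulated genes with the spread of the real ones, of which 200 were shifted by 2 on the log2 scale, 199 were recovered, with 0 false calls. Those genes lay far from the margin, so the call was also tested with true values spread as the real gene means. Of 3032 simulated genes past the margin 2770 were called (91.4%), and of the 520 that were past it by at most 0.25 on the log2 scale 273 were called (52.5%). None of the 2660 genes within the margin was called (0). The simulation added only noise between arrays. It held no probe error that recurs on each array and no quantile normalisation, so it cannot count wrong calls from either. The spread between the probes of a gene was the median over genes of the absolute log2 difference between them. The ratio and Cy3 alone were compared over the 4 arrays by an exact two-sided sign-flip permutation test, in which at least 2 of the 16 sign patterns always give as large a mean. Percentiles of the gene ratio were taken per array, after the median gene was subtracted and before quantile normalisation. Further checks were run in Python version 3.11.15 with scipy version 1.17.1. The number of arrays limits the precision of all values.

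The files identify genes by systematic IDs and do not pair them with gene names. None of the 5692 IDs was found in the reference gene table of the species (0 matched), so comparisons of 21 functional gene lists fixed beforehand, and of growth genes with stress genes, were not made. Gene IDs were chosen by a rule fixed before the data were examined: among genes with both probes measured and well above background in both channels on all 4 arrays, the 5 with the highest and the 5 with the lowest mean ratio, the 3 with the largest SD over arrays and the 3 with the largest difference between probes. Because the IDs carry no names, only the first 2 of the highest and of the lowest are named, and the others are summarised. The 4 arrays were also checked for being copies of each other: between 4 and 20 of 11384 gene probes had an equal Cy3 median signal in a pair of arrays, so all were counted as separate samples. Alternatives in background correction, signal column, normalisation, spot filters, probe summary, test margin and replicates left out were listed before the data were examined. A further 2 were chosen after seeing the data: subtracting the median negative control signal as well, and leaving out probes that were not well above background in Cy5 on any array.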

Results

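RNA abundance in S. mikatae was measured relative to genomic DNA on 4 arrays, 1 per RNA replicate, to estimate an absolute expression level for each gene. The array carried 11384 gene probes, each 55 bases long, with 2 probes for each of 5692 genes. The median background-subtracted Cy3 (RNA) intensity was 1940, 2432, 1860 and 1497 on replicates 1 to 4. The median Cy5 (genomic DNA) intensity was 10481, 10727, 9737 and 9456. Spots well above background made up 97.7% to 98.8% of gene probes in Cy3 and at least 99.8% in Cy5 on all arrays. No gene probe was saturated in either channel (0 spots). On replicate 1, 163 gene probes were marked as outliers and left out, compared with 8, 9 and 13 on replicates 2, 3 and 4. A gene value was obtained for 5688 genes on replicate 1 and for 5692 on the other arrays.

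The first question was how well the replicates matched. Across genes, Pearson's r between arrays ranged from 0.993 (replicates 1 and 2) to 0.997 (replicates 3 and 4) over the 6 pairs. Spearman's rho ranged from 0.990 to 0.996 for the same pairs. These are correlations across genes, which are not independent replicates, so no p-value is given. Every pair lay above the 0.95 limit used in the study to leave out arrays, so all 4 arrays were kept. The deposited arrays may already have been chosen by that limit, so meeting it is a weak check. The SD of a gene over the 4 quantile normalised arrays had a median of 0.10 on the log2 scale and a 95th percentile of 0.22. The alternative that moved the correlations most was a loess fit of the ratio on intensity within each array, under which the lowest r was 0.982.

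**Figure D1:**
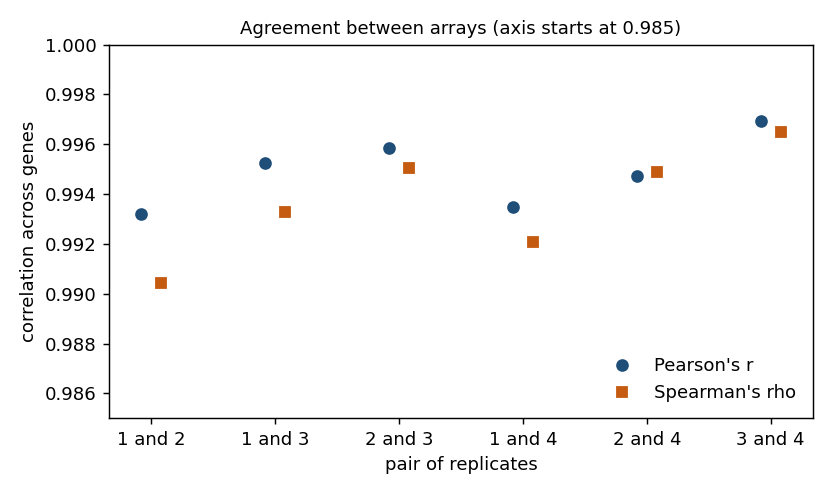
Pearson's r (circles) and Spearman's rho (squares) of the gene-level log2 RNA/genomic DNA ratio, across genes, for each of the 6 pairs of replicates; the vertical axis starts above 0. Pearson's r lies between 0.993 and 0.997, and the lowest value belongs to replicates 1 and 2.

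The gene-level ratio spanned a wide range. The 5th percentile lay at -3.34 ± 0.11 and the 95th at 3.21 ± 0.06 on the log2 scale relative to the median gene (SD, n = 4 arrays). The distance between them was 6.55 ± 0.10 (SD, n = 4), or 93.5-fold. The 1st percentile was -4.61 ± 0.17 and the 99th was 4.94 ± 0.14 (SD, n = 4). The 100 genes with the highest ratio carried 24.0% ± 1.3 of the summed linear ratio of all genes (SD, n = 4). The 5th to 95th percentile range was 3.55 with the processed signals of the scanner software, which include a LOWESS dye normalisation, and 2.91 with a loess fit within arrays. Low ratios depend on the background: the 1st percentile was -6.01 once the negative control signal was subtracted as well.

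The next question was which genes stood apart from the median gene by more than 2-fold. With limma's treat, 1419 of 5692 genes (24.9%) were above the median gene and 1336 (23.5%) were below it at an adjusted p under 0.05. The p-value measures the spread of the same probes over the arrays. A probe error that recurs on each array does not enter it, although the comparison is between genes. For 1341 of the genes above and 1251 of those below, both probes lay past 2-fold on that side when averaged over the arrays. The other 78 and 85 rested on probes of which at least 1 did not. The counts depended on the margin: a 4-fold margin left 629 genes above and 642 below. With a loess fit within arrays they were 380 and 585.

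**Figure D2:**
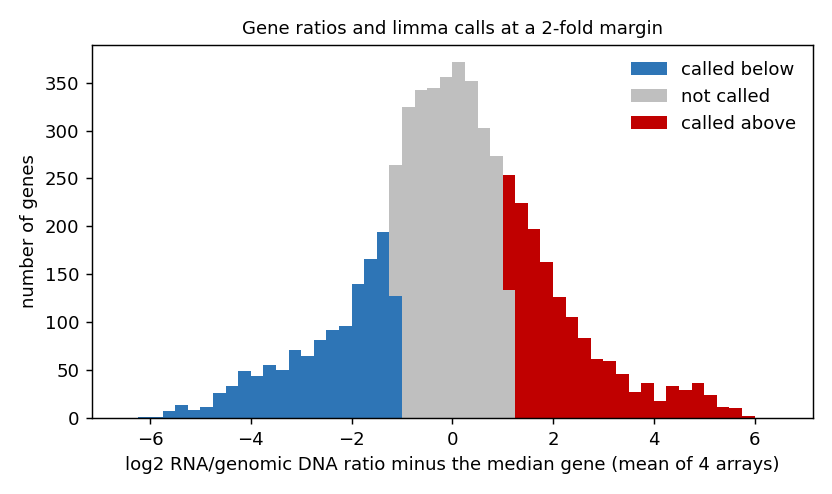
Number of genes (vertical axis) by mean log2 RNA/genomic DNA ratio over the 4 quantile normalised arrays, relative to the median gene (horizontal axis, bins of equal width). Blue marks the 1336 genes called below the median gene by limma at a 2-fold margin, red the 1419 called above, and grey those not called.

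Some of these calls rested on probes at the limit of detection. In Cy3, 32 genes had both probes not well above background on all arrays. Of these, 25 were among the genes below the median gene, and their ratio is an upper bound. Another 6 were among the genes above it, although their RNA signal was not detected. For 4 of these 6, both probes were not well above background in Cy5 on all arrays either, so neither channel measured them. No further gene had both probes dim in Cy5. Of the other 2, 1 had a single probe dim in Cy5. In all, 6 of the 10 genes with a single such probe were called above. Leaving out those probes gave 1414 genes above and 1333 below.

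Among the 5331 genes with both probes measured and well above background in both channels on all arrays, smik_706-g5.1 had the highest ratio, 5.99 ± 0.18 on the log2 scale relative to the median gene (SD, n = 4). It was followed by smik_130-g6.1 with 5.77 ± 0.14 (SD, n = 4). The lowest ratios were those of smik_199-g1.1, -5.73 ± 0.21, and smik_284-g1.1, -5.66 ± 0.20 (SD, n = 4). Their log2 Cy5 was 15.70 and 15.37, above the 14.13 and 13.79 of the 2 highest genes. Genomic DNA signal thus added to these low ratios, so they do not reflect low RNA signal alone. More than 1 copy of these genes was not tested. All 4 named genes lay beyond the 2-fold margin by limma (adjusted p between 6.4e-12 and 9.0e-12 on these median-centred arrays). These p-values, too, measure only the spread over arrays. On the quantile normalised arrays, where the SD of such genes is artificially small, limma gave an adjusted p of 6.2e-13 for each. The exception among the alternatives was the loess fit within arrays, under which smik_706-g5.1 was at 1.11 and was not called. The high values of the first pair were also lower with the processed signals, at 1.44 and 1.76. Their order was thus opposite there, as it was with loess (1.11 and 1.36) and with normexp (5.40 and 5.48). The order of the lowest pair was opposite with the negative controls subtracted (-6.23 and -6.34). In the other alternatives that kept gene IDs, the order within each pair held. Among the same 5331 genes the largest SD over arrays was 0.84, and the largest difference between the probes of a gene was 7.89 on the log2 scale.

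The final question was whether dividing by genomic DNA brought the probes of a gene closer together. The median absolute difference between the probes of a gene was 0.29 ± 0.03 on the log2 scale for the ratio and 0.33 ± 0.06 for Cy3 alone (SD, n = 4). It was 0.33 ± 0.02 for Cy5 alone (SD, n = 4). The ratio was lower than Cy3 alone on all 4 arrays, with a mean difference of -0.03 ± 0.02 (SD, n = 4). This is close to the spread between arrays, and on replicate 4 the values were 0.260 for both. In the exact two-sided sign-flip permutation test, 2 of the 16 sign patterns gave a mean as large. That is the smallest share that 4 arrays allow, so this exact test cannot pass the 0.05 threshold. The direction was opposite under 3 alternatives, with differences of 0.06 (normexp background correction), 0.21 (processed signals) and 0.19 (loess within arrays). With loess only the ratio was adjusted, while Cy3 alone was that of the main analysis. That difference therefore does not compare like with like and decides nothing about the direction.

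**Figure D3:**
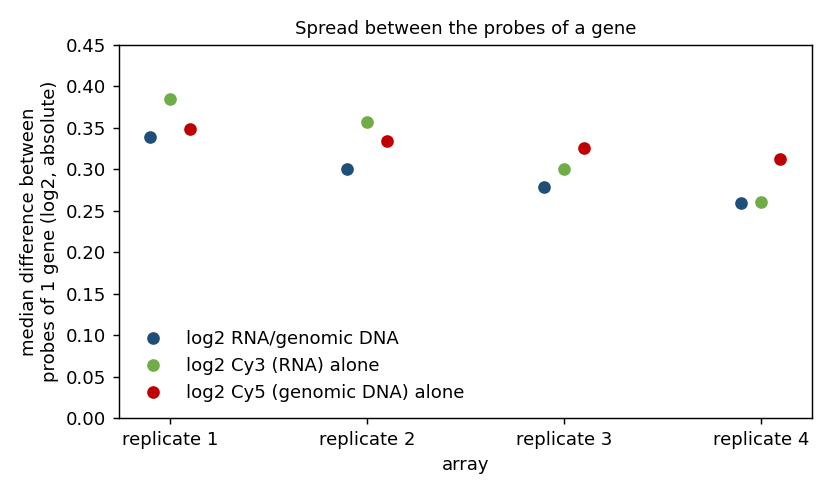
Median over genes of the absolute log2 difference between the probes of a gene (vertical axis), for each of the 4 arrays, for the RNA/genomic DNA ratio, Cy3 alone and Cy5 alone. The ratio lies below Cy3 alone on each array, with a difference of -0.055 on replicate 2 and of less than 0.001 in size on replicate 4.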

Values the study reported

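The study reported R = 0.99 for most pairs of biological replicates, and left out replicates with R below 0.95. Its custom arrays had 2 probes for each target gene.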

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

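The tests of the first pattern were fixed before their results were seen, though the count of spots itself was known. The test of the control spots was chosen after seeing their values. Of 22 quantities with 1 value per array, 1 had an array standing apart from the other 3 by Dixon's ratio, and chance alone gives about 1 in 20.

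Replicate 1 had 159 gene probes with non-uniform Cy3 signal, against 3, 2 and 0 on replicates 2 to 4. The gap gave a Dixon ratio of 0.981, above Dixon's 95% critical value. On that array the marked spots lay together: the median distance from a marked spot to the nearest other one was 14.7 in the scanner's position units, where adjacent spots are at least 13.3 apart. In 1000 random sets of as many spots the median distance was 64.3, and 0 sets were as close. A local defect in hybridisation, washing or scanning is a candidate explanation. The marked spots were also brighter, with 86.2% above the array's median Cy3 signal, so brightness may have added to the marking. The position and the brightness do not exclude each other. With 1 group there is no biological difference to weigh, and no biological explanation was tested. Keeping the marked spots left the lowest correlation at 0.994.

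A signal also appeared in control spots that entered no result. Of 59 kinds of control spot, 7 lay above the highest negative control in both channels on all arrays. The brightest negative control spot on any array reached 68 in Cy5 and 120 in Cy3. The E1A control spots named (+)E1A_r60_a22 had a Cy5 intensity of 1383 ± 143 and a Cy3 intensity of 656 ± 70 (SD, n = 4 arrays). The other 6 were kinds whose names begin with DCP_22. Their mean Cy5 intensity was 1479.5 for DCP_22_0, 1509.5 for DCP_22_2, 707 for DCP_22_4, 707 for DCP_22_6, 753 for DCP_22_7 and 262 for DCP_22_9, and their mean Cy3 intensity lay between 191 and 646. Of 10 kinds of E1A control spot, 1 lay above the highest negative control in Cy5 on all arrays and 3 did so in Cy3. A spiked-in transcript mix and binding of yeast DNA to these probes cannot be told apart here, because the labels name no spike-in and neither the sequences of the control spots nor a genome sequence was used. No biological explanation was tested.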

How the results depend on the processing

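The alternatives were listed before the data were examined, except subtraction of the negative controls and the removal of probes dim in Cy5, which were chosen after seeing the data. Comparisons of gene lists by a permutation test, with Cy3 alone, and without multiply matching probes were not run, because the IDs carry no gene names. The authors' table gives no probe values and so no probe spread. No paired analysis was possible because there is 1 group. Taking the mean of the probes cannot change a value, since each gene has at most 2.

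The lowest correlation between arrays stayed above the study's 0.95 limit in every alternative run. It was 0.982 (rho 0.973) with loess within arrays and 0.992 with the negative controls subtracted. Leaving out a replicate gave a lowest r from 0.993 to 0.995, a lowest rho from 0.990 to 0.995 and a median SD per gene from 0.079 to 0.104. The upper correlations and the lowest SD came without replicate 1. The median SD per gene was 0.068 with the processed signals.

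The number of genes past the margin moved with normalisation within arrays and with the margin. The processed signals gave 611 above and 881 below, and loess gave 380 and 585. The share of calls above the median gene was 51.5% in the main analysis, 41.0% with processed signals and 39.4% with loess. Of the calls, 517 and 804 with processed signals, and 217 and 460 with loess, were the same genes in the same direction. A further 23 genes with loess, 11 with normexp and 3 with processed signals were called in the opposite direction. Loess removes any trend of the ratio on intensity, and here intensity carries expression itself, so its construction compresses the ratio. A test against no difference called 2665 above and 2653 below, and a 4-fold margin 629 and 642. Leaving out a replicate gave 1388 to 1416 genes above and 1295 to 1336 below.

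The 5th to 95th percentile range was 6.38 without background subtraction, 6.37 in the authors' table, 6.30 with only spots well above background in both channels, 7.11 with negative controls subtracted, 3.55 with processed signals and 2.91 with loess. The 1st percentile was -5.23 with normexp, -4.41 without background subtraction, -4.42 in the authors' table, -4.43 with only spots well above background, -6.01 with negative controls subtracted, -4.02 with processed signals and -3.68 with loess. The 99th percentile was 4.28, 2.02 and 1.75 with normexp, processed signals and loess. The share of the 100 highest genes was 18.9%, 96.0% and 5.70% under the same alternatives. For the 96.0% the cause was not tested. Removing the trend on probe GC content left the range at 6.52. The low end thus depends on what is taken as background, because net negative control intensity was 56 to 68.5 in Cy3.

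The probe spread reversed its direction with normexp (0.0608), processed signals (0.21) and loess (0.19). With loess an adjusted ratio was set against unadjusted Cy3, so that reversal decides nothing. For normexp and the processed signals the cause was not tested. For the 4 named genes the direction held in each alternative that kept gene IDs, the 4-fold margin and the removal of the GC trend included, and 1 call was lost, that of smik_706-g5.1 with loess (1.11).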

Other observations

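The tests of GC content, of neighbouring spots, of the authors' table, of the Cy3 floor and of the lowest ratios were fixed before their results were seen, though after related values such as raw GC correlations, negative control levels and marked spot counts. The tests chosen only after the result was seen were those of the Cy5 excess as a share of the Cy3 excess, of Cy3 alone, of the reversed triplets and of the 3' position for the probe endings, of shuffled ratios for adjacent and more distant IDs and of Cy3 alone for adjacent IDs, and of Cy3 alone and random gene sets for genes alone under their prefix. In all of these no biological difference between groups was available to test.

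Genes with the highest ratios also had high genomic DNA signal. Among the 5331 genes with both probes measured and well above background in both channels on all arrays, the 100 with the highest ratio had a median Cy5 1.0 above the median gene on the log2 scale, although a high Cy5 lowers the ratio. Removing the trend of Cy5 on probe GC content left an excess of 0.85, so GC content does not account for most of it. Cy3 light read in the Cy5 channel, or RNA carried over into the Cy5-labelled sample, would add a constant share of Cy3 to Cy5 within an array. Above the middle genes by Cy3, the excess of median Cy5 was 12.02% of the excess of median Cy3 in the top 1% of genes and 13.7% in the next 4%, a ratio of 1.14. It was larger lower down, at 17.3% from the 90th to the 95th percentile, 21.5% from the 80th to the 90th and 30.7% from the 60th to the 80th. By means, the share from the 80th to the 95th percentile exceeded that of the top 5% by 7.31 percentage points (95% bootstrap interval 1.09 to 14.1). Of the genes below the middle, where a constant share gives a Cy5 under the 9575 of the middle genes, those from the 10th to the 20th percentile had a median Cy5 of 9268 and those from the 20th to the 40th one of 9484, while the lowest 10% lay above it at 10139. The shares of the first 2 of these bins were 25.5% and 11.7%, with intervals that hold 0. The difference between the upper bins argues against a constant share as the only source of the trend, and so, by a narrow margin, does the lowest 10% (share -34.9%, interval -57.1 to -0.53). Whether light overlap or RNA carry-over adds to the Cy5 of the top genes stays open. Between arrays the excess would follow Cy3 under light overlap and Cy5 under carry-over, but the 4 arrays did not separate them: it varied about as much as a share of Cy5 as it did as a share of the Cy3 excess (ratio of coefficients of variation 1.06). More copies of highly expressed genes were not tested.

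Probes without genomic DNA signal read high. The 18 probes not well above background in Cy5 on any array were not well above background in Cy3 either, yet their ratios lay between 3.62 and 5.37 above the median probe on the log2 scale. The negative control spots read 4.59 ± 0.27 above the median gene (SD, n = 4 arrays). Once the negative control signal was subtracted, 1 of the 18 kept a signal above 0 in both channels on all arrays. That count decides nothing about a Cy3 floor left by local background subtraction, because the probes were chosen for having no Cy5 signal. The median ratio of the 18 was 4.35, close to that of the negative control spots. A ratio this high thus also occurs in spots meant for no gene. Whether the floor accounts for all of it was not tested. A gene lost from the strain and a wrong probe sequence concern the missing signal rather than the high ratio, and both stay open.

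Most of the lowest ratios were those of genes with low RNA signal. Among the same 5331 genes, 93 of the 100 with the lowest ratio were among the lowest 10% by Cy3 alone. Their median Cy3 was -3.36 and their median Cy5 1.0 relative to the median gene on the log2 scale. Genes with both probes dim in Cy3, 25 of which were called below the median gene, are not among them. Over the 5331 genes log2 Cy3 had an SD of 1.86 and log2 Cy5 one of 0.57, so most genes chosen for a low ratio had to be low in Cy3. The count therefore decides nothing about high genomic DNA signal. The median Cy5 of the 100 genes, 1.0 above the median gene, does add to their low ratio. Choosing genes for a low ratio itself favours a high Cy5. What raised their Cy5 otherwise stays open.

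Probes that end in a stop triplet (TAA, TAG or TGA) read higher than the other probe of their gene. The median difference was 0.11 on the log2 scale over 1920 genes (95% bootstrap interval 0.09 to 0.13), and 63.3% of genes had the sign. With the GC trend removed it was 0.0894, in Cy3 alone 0.0888, and for triplets spelled backwards -0.0137 (583 genes). In Cy5 alone it was -0.0506 (95% bootstrap interval -0.0724 to -0.0242), so a lower genomic DNA signal adds to the difference without accounting for the Cy3 part. Stop triplets ended 3.58 times as many probes as the backwards ones, so most may sit at the 3' end of the coding sequence. A candidate explanation for the Cy3 part is that cDNA covers the 3' end of transcripts better, which would leave the Cy5 part unexplained. The labelling was not tested directly.

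Genes with adjacent numbers in their IDs had related ratios. Across 4294 such pairs the correlation was 0.13, and of 1000 shuffles 0 reached it. With the GC trend removed it was 0.13, and between neighbouring spots of different genes it was -0.0046. At distances of 2, 3, 5 and 10 numbers it was 0.03, 0.04, -0.02 and -0.07, and 85, 28, 242 and 19 of 1000 shuffles were as large in size, so a small correlation of either sign at larger distances is not excluded. If the numbering follows the genome, neighbouring genes may share expression level, but split gene models stay open. Cy5 alone correlated at 0.21 and Cy3 alone at 0.117, and 0 of 1000 shuffles reached either. With its linear trend on Cy5 removed, Cy3 correlated at 0.13 (0 of 1000 shuffles), so regional genomic DNA signal does not account for all of the pattern.

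The 607 genes alone under their ID prefix had a median ratio -0.65 relative to the other 5085 on the log2 scale. Of 1000 random sets of as many genes, 0 differed as far. Their Cy3 alone differed by -0.34 and their Cy5 by 0.18, so higher genomic DNA signal does not account for all of it. Short contigs holding repeated or wrongly predicted genes are a possible explanation that was not tested.

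The authors' table on replicate 1 did not follow the ratio of both probes in 159 of 5663 rows matched through the other arrays. In 98.1% of these rows the mean ratio of the probes not marked as outliers gave the table's value within 1e-05, missing values included. This is consistent with marked spots having been left out of the table. The table carries no background subtraction, whereas the study's methods describe one.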
